A study of Homo sapiens with 8 samples. Its data were reported in "Lung adenocarcinoma cells respond differently to mechanical stress in 3D versus 2D environments" (2025).

How the data were processed

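The series holds 8 RNA-seq libraries of A549 cells cultured in decellularised rat lungs, 4 with respiratory motion (RM⁺) and 4 without (RM⁻), and the labels give each library a group, a batch from 1 to 4 and 4 days of culture. Libraries were prepared with poly(A) selection and a directional kit and sequenced on a NovaSeq X Plus. The submitters' processing notes name FastQC 0.11.7, Trimmomatic 0.38, HISAT2 2.1.0, featureCounts 1.6.3, DESeq2 1.24.0 and the build GRCh38/hg38. The gene annotation release and whether reads were counted by strand are not given in the sources used here. The flat cultures of the study are not analysed here.

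The file used was 1 table of 34938 genes. The values per library in the deposited table are a signal, namely gene counts that the authors divided by 1 DESeq2 size factor per library, and the deposited mean signal is their average. The deposited log2 fold changes and their SE, the deposited Wald score and the deposited p-value and adjusted p-value of each gene were computed by the authors with DESeq2. Each deposited column was a set of whole multiples of 1 step (100% of values within a tolerance of 1e-06), so whole reads were recovered by dividing by that step. The libraries held between 17861741 and 43471553 recovered reads, and each library's number is given in the results. Gene coordinates and biotypes are those of the authors' table on GRCh38/hg38, and 26895 of the genes carried a symbol. The span of each named gene, introns included, was compared with the spans of all other tested genes.

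Since the deposited values were normalised, the test planned for raw counts (edgeR with its own filter) was replaced by limma-trend on log2 of the normalised count plus 1, for genes with a normalised count of at least 10 in at least 4 libraries. Fits with a library or a batch left out asked for at least 3 libraries, so they tested a different set of genes. The software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. The fit compared the RM⁺ group with the RM⁻ group over all 8 libraries, two-sided, with group as the only term because the study's methods name no batch term, and p-values were adjusted by Benjamini-Hochberg over all genes tested at an FDR of 0.05. The threshold of the study, an unadjusted p under 0.05 with an absolute log2 fold change above 1, was counted in the same fit. The labels give the libraries of a batch a shared batch number, which pairs them. Deviations from the group means correlated within pairs at 0.54, −0.23, 0.25 and 0.39 in batches 1 to 4, and 3 of the 4 RM⁺ libraries correlated best with the RM⁻ library of their own batch. The fit with batch as a block was therefore run as an alternative.

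Gene lists with at least 5 measured members were tested with camera of limma at a preset correlation of 0.01, adjusted over the 27 lists tested, with camera at an estimated correlation and fry beside it. A list's median and mean are those of its members' log2 fold changes, and its score in a library is the mean of its centred log2 values. Gene Ontology terms deposited with the table, direct annotations, were tested with a one-sided Fisher's exact test among annotated tested genes for terms of 10 to 500 genes. The terms the study named were looked up whatever their size and also adjusted over themselves. The comparison, the tests, the lists and the rule for named genes were fixed before the data were examined. That rule took the genes the study's text names, the 8 genes in each direction with the same sign in 4 of 4 batches (none passed the FDR, so they were filled by smallest p at the threshold of the study), and the 4 members of smallest p in the direction of each called list. Some genes that the rule takes are not reported here.

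The alternatives were upper-quartile and DESeq2 scaling in edgeR, no filter and a stricter filter (a CPM of 1 in 4 libraries), the Wald test of DESeq2, limma-voom and the batch block. They also held each library and each batch left out, camera with an estimated correlation, fry, pseudocounts of 0.5 and 5 for the named genes and the 200 genes of smallest p for Gene Ontology. For normalised values the plan foresaw edgeR's quasi-likelihood test with TMM scaling on recovered reads as an added alternative. Added after the data were seen were the same pseudocounts for the counts of genes and for the lists, that edgeR test with the block, and TMM scaling before limma-trend. Also added then were camera with an estimated correlation and the block, the genes of the authors' table for Gene Ontology, and the removal of a loess trend on transcript length and GC content. Transcript lengths and GC content came from GENCODE on the same build. Relations between list scores across libraries were given as Pearson's r and Spearman's rho with exact permutation p-values over 40320 orders, and over the 384 orders that exchange whole pairs or swap the libraries within a pair.

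The procedure was tested on simulated data drawn from the means and sizes of these libraries, with 200 genes changed in the comparison of RM⁺ with RM⁻, of which those that passed the filter are counted here. On 17725 simulated genes, limma-trend at the FDR recovered 4.5% of 66 genes changed 1.5-fold, 40.3% of 67 changed 2-fold and 88.9% of 63 changed 4-fold, with 3 false among 89 calls. On 17613 genes, edgeR recovered the same shares of the same numbers, with 2 false among 88 calls. A simulated list shifted by 0.4 was called by camera with the preset and with the estimated correlation, and 0 of the unshifted lists were called. Each simulated gene was drawn independently and without a batch effect, so the members of a list were not correlated. In the data the estimated correlation was 0.372 for the list of matrix genes and 0.832 for that of mitosis. The simulation therefore cannot tell whether the preset correlation suits these lists.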

Results

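Poly(A) RNA was sequenced from A549 cells, a human lung adenocarcinoma epithelial line, grown under perfusion inside decellularised rat lungs, that is, lungs stripped of their own cells so that the matrix scaffold is left. Respiratory motion (RM) was imposed by cycling the pressure around the lung. The RM⁺ group (with RM) and the RM⁻ group (without RM) held 4 libraries each. Each of 4 batches gave 1 library to each group, and the labels give 4 days of culture for all 8. The RM⁺ libraries of batches 1 to 4 held 43.5, 21.9, 18.9 and 17.9 M reads assigned to genes. The RM⁻ libraries held 20.5, 20.5, 19.4 and 20.6 M. The first principal component of the log2 values carried 36% of the variance and set both libraries of batch 4 (49.9 for RM⁺ and 39.0 for RM⁻) and the RM⁻ library of batch 2 (24.3) apart from the other 5, which lay between −33.4 and −5.64. It did not separate the RM⁺ group from the RM⁻ group. All values below are normalised read counts as mean ± SD with n = 4 per group, and log2 fold changes are RM⁺ over RM⁻ with their SE.

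The comparison of the groups asked which transcripts differ when lung cancer cells in a 3D scaffold are moved as in breathing. *INHBA* (ENSG00000122641, chromosome 7, 41667168–41705834, GRCh38/hg38), which encodes the βA subunit of activin, had 114.5 ± 48.9 normalised counts in the RM⁺ group and 43.3 ± 9.66 in the RM⁻ group (log2 fold change 1.26 ± 0.38). Its differences were 1.80, 2.19, 1.23 and −0.18 in batches 1 to 4. *LOX* (ENSG00000113083, chromosome 5, 122063195–122078413), the lysyl oxidase that crosslinks collagen and elastin, had 333 ± 227 against 133 ± 51.6 (1.19 ± 0.44) and was higher in 3 of 4 batches, with differences of 0.52, 3.34, −0.05 and 0.96, and its fold change was 0.79 without the RM⁺ library of batch 2. *LRRC15* (ENSG00000172061, chromosome 3, 194355249–194369743), a leucine-rich repeat membrane protein, had 33.0 ± 9.73 against 15.1 ± 7.80 (1.19 ± 0.41) and was higher in 4 of 4 batches. *SIK1* (ENSG00000142178, chromosome 21, 43414483–43427131), a salt-inducible kinase, had 308 ± 149 against 140 ± 26.5 (1.01 ± 0.34) and was higher in 3 of 4. None of these 4 genes passed the correction over all genes (limma-trend adjusted p = 0.999 for each), and the study had named all 4 from these libraries.

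No gene among the 17758 tested passed an FDR of 0.05 with limma-trend, and 269 had an unadjusted p under 0.05 (167 higher and 102 lower in the RM⁺ group), where a flat distribution of p-values would give 888. The quasi-likelihood test of edgeR called 0 genes with 283 at an unadjusted p under 0.05, the Wald test of DESeq2 called 0 with 317, and limma-voom called 0 with 270. With the batch as a block, limma-trend again called 0 genes, but 631 had an unadjusted p under 0.05 (372 higher and 259 lower). At the threshold of the study, an unadjusted p under 0.05 with an absolute log2 fold change above 1, 20 genes were higher and 10 lower in the RM⁺ group. Of these, 15 and 9 had the same sign in 4 of 4 batches, as had 12.9% of all tested genes. The genes were chosen for a large difference over the same libraries, which favours a shared sign. Their share is therefore no evidence of agreement between batches. The number at this threshold was 66 without the RM⁺ library of batch 1, 46 without that of batch 3 and 160 without that of batch 4. It was 49, 50, 69 and 108 without the RM⁻ libraries of batches 1, 2, 3 and 4. The count at an unadjusted p under 0.05 was 101 without the RM⁺ library of batch 2, 772 without that of batch 4 and 639 without the RM⁻ library of batch 2. With a library left out, the filter asked for 3 libraries instead of 4, which can change these counts as well.

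Besides *LRRC15*, the genes of smallest p at that threshold with the same sign in 4 of 4 batches were weakly expressed. *KCTD16* (ENSG00000183775, chromosome 5, 144170873–144485686), an auxiliary subunit of GABA-B receptors, had 63.3 ± 32.9 normalised counts with RM and 21.5 ± 9.51 without (1.45 ± 0.45). *SCN11A*, a voltage-gated sodium channel, had 41.6 ± 11.5 against 19.9 ± 5.73 (1.04 ± 0.31), and *PROX2*, a homeobox transcription factor, had 37.0 ± 12.3 against 17.0 ± 3.30 (1.04 ± 0.30). *SMIM11* had 22.3 ± 14.9 against 6.88 ± 3.73 (1.49 ± 0.51), and since near-identical copies of this gene are annotated on chromosome 21, its count is uncertain. The other higher genes were ENSG00000224886, a processed pseudogene whose reads the parent gene could share, with 24.9 ± 3.31 against 9.08 ± 5.80, and the long non-coding RNAs ENSG00000286519 (18.5 ± 3.32 against 7.91 ± 2.70) and ENSG00000279006 (27.0 ± 6.70 against 11.2 ± 5.12). All had limma-trend adjusted p = 0.999.

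*GPR89B* (ENSG00000188092, chromosome 1, 147928393–147993592), a Golgi pH regulator, was lower with RM in 4 of 4 batches, at 30.8 ± 7.96 normalised counts against 106.3 ± 45.1 (log2 fold change −1.65 ± 0.37, limma-trend adjusted p = 0.999). Its count is uncertain because *GPR89A* is a near-identical copy. *HSD11B2*, which inactivates cortisol, had 8.94 ± 1.62 against 21.2 ± 8.40 (−1.11 ± 0.34), *HAL*, the histidine ammonia-lyase, 14.99 ± 3.41 against 40.0 ± 24.5 (−1.22 ± 0.39), and *PLIN1*, a coat protein of lipid droplets, 12.8 ± 5.83 against 25.5 ± 7.08 (−1.01 ± 0.39). *TMIE*, part of the mechanotransduction channel of hair cells, had 4.46 ± 3.31 against 14.4 ± 2.02 (−1.69 ± 0.47). *CCER2* had 8.89 ± 5.84 against 18.5 ± 2.04, the long non-coding RNA ENSG00000226465 had 11.5 ± 2.34 against 25.6 ± 1.84, and *CCNY-AS1* had 8.22 ± 3.71 against 18.8 ± 6.53. The sources used here do not state whether reads were counted by strand, so counts of overlapping genes are uncertain. Of 80 genes named by rule, 42 overlapped another tested gene, 39 on the opposite strand and 5 on the same strand, and for 12 the other gene had the higher mean. These 12 were *CCNY-AS1* (*CCNY*), *PROX2* (*YLPM1*), *SCN11A* (*WDR48*), ENSG00000279006 (*KIAA1671*), ENSG00000224886 (*NUTM2B-AS1* and *BEND3P3*), *PLIN1* (*PEX11A*), *LOX* (*SRFBP1*), *PRC1* (*PRC1-AS1* and ENSG00000284946), *DECR1* (*NBN*), *DECR2* (*NME4*), *ETFB* (ENSG00000267984) and *HSPE1* (*HSPD1*).

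The study followed genes of adhesion, Hippo and Wnt signalling and proliferation by qRT-PCR, by staining of protein or by both. Ki-67, YAP, β-catenin and E-cadherin were stained as proteins, with YAP and β-catenin scored in nuclei. The transcript counts below measure neither the amount of a protein nor its place in the cell. *ITGB1* (ENSG00000150093, chromosome 10, 32887273–33005792), integrin β1, which binds matrix, had 53950 ± 11580 normalised counts with RM and 43530 ± 2975 without, and was higher in 4 of 4 batches by 0.43, 0.68, 0.03 and 0.01 (log2 fold change 0.29 ± 0.20, and 0.17 without the RM⁺ library of batch 2). *CCN2* (ENSG00000118523, chromosome 6, 131948176–131951372), also called CTGF, a target of YAP, had 1638 ± 652 against 1378 ± 535 (0.26 ± 0.33), and its fold change was −0.02 without the RM⁻ library of batch 2, 0.03 and 0.46 without the RM⁺ libraries of batches 3 and 4 and 0.47 without the RM⁻ library of batch 3. *CCND1*, cyclin D1, was higher in 4 of 4 batches at 4711 ± 861 against 4124 ± 451 (0.18 ± 0.15, and 0.06 without the RM⁺ library of batch 3). *MKI67*, the proliferation marker Ki-67, was higher in 4 of 4 at 3334 ± 1367 against 2505 ± 784 (0.38 ± 0.30). Its differences in batches 1 to 4 were 0.15, 0.08, 0.66 and 0.61. With the batch as a block, limma-trend gave it an unadjusted p of 0.0237 and an adjusted p of 0.955. With group as the only term, its fold change was 0.63 and 0.13 without the RM⁺ libraries of batches 1 and 4. It was 0.20 without the RM⁻ library of batch 1. *CXCL12*, a chemokine, lay under the filter on low values, with 3.53 ± 3.36 against 0.270 ± 0.539, and in 4 of the 8 libraries it was listed at 0. *YAP1* (0.12 ± 0.13), *CTNNB1*, which encodes β-catenin (0.06 ± 0.13), and the glycolytic enzyme *GAPDH* (−0.06 ± 0.24) had differences smaller than their SE. *CDH1*, E-cadherin, had −0.17 ± 0.30. Of the genes the study named from flat culture, *CDKN1A*, a cell cycle inhibitor, had 0.00 ± 0.21, *NR4A3*, a nuclear receptor, 0.15 ± 0.48, *EFNA1*, an ephrin, 0.28 ± 0.42, *CA9*, a carbonic anhydrase, −0.12 ± 0.39 and *SUSD2*, a membrane protein, −0.05 ± 0.58. The sign turned for *SUSD2* with edgeR (0.11), for *CDKN1A* with limma-voom (−0.01) and for *GAPDH* once a trend on transcript length and GC content was removed (0.01). The limma-trend adjusted p was 0.999 for each of these genes that passed the filter. Of all 79 genes named by rule that passed the filter, 49 had a fold change that moved by over 1.5 times or turned sign when 1 library was left out, and 8 turned sign, all of them among the genes that the study followed or named. These fits had group as the only term and kept the other library of the pair. Differences between batches therefore enter the moved values, which do not measure instability of the difference within pairs.

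**Figure D1:**
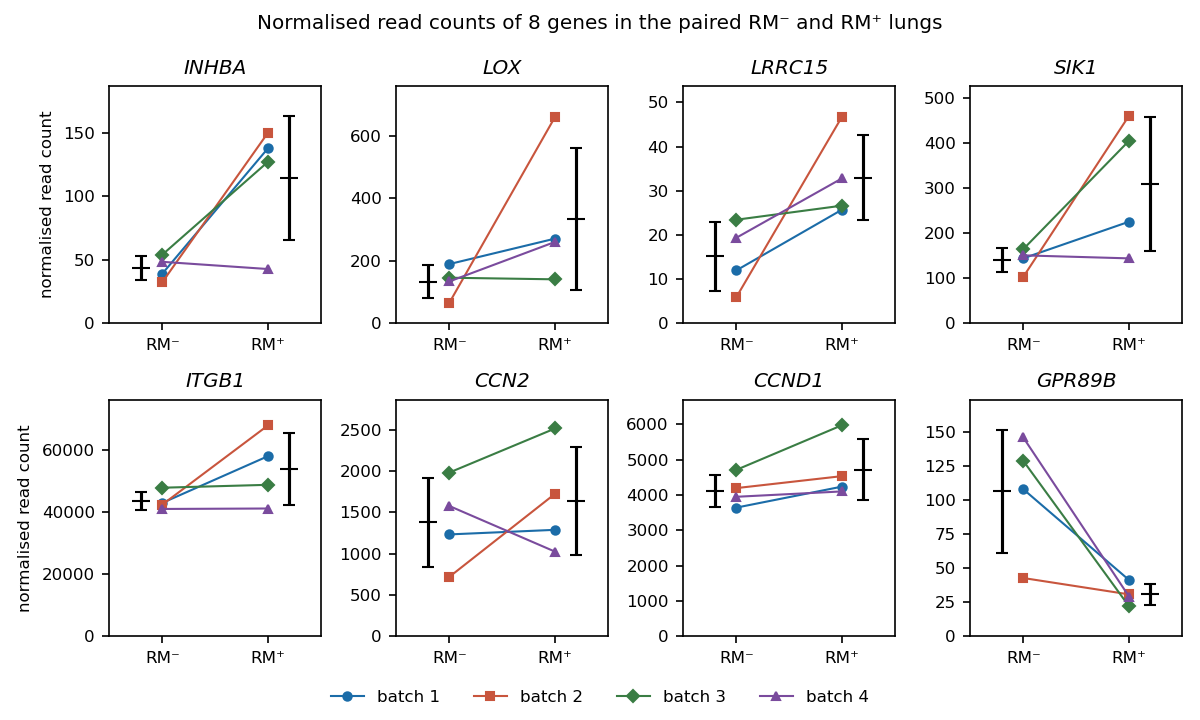
Normalised read counts (vertical axes, from 0) of 8 genes in the RM⁻ and RM⁺ groups (horizontal axes), with 1 line per batch joining its libraries and black bars for mean ± SD (n = 4). *LRRC15*, *ITGB1* and *CCND1* are higher with RM in 4 of 4 batches, *INHBA*, *LOX*, *SIK1* and *CCN2* in 3 of 4, and *GPR89B* is lower in 4 of 4.

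Gene lists written for the tissue, the scaffold and the treatment were then tested, to ask whether genes with a shared role differed together. Of 37 measured genes of the extracellular matrix and of collagen crosslinking, 33 were higher and 4 lower in the RM⁺ group, with a median log2 fold change of 0.25 and members between −0.32 and 1.19. Besides *LOX* and *LRRC15*, both of which the study had picked from these libraries, they included *NID1*, the basement membrane protein nidogen, with 103.2 ± 38.6 against 62.0 ± 20.6 (0.72 ± 0.32), and *COL5A2*, a fibrillar collagen chain, with 5781 ± 1781 against 4277 ± 844 (0.41 ± 0.21, and 0.22 without the RM⁺ library of batch 2). The camera test of limma gave adjusted p = 1.56e-07 for this list, and adjusted p = 0.478 with an estimated correlation. The list's mean difference was 0.26, 1.38, −0.12 and −0.11 in batches 1 to 4, so that the direction held in 2 of 4 batches. Markers of fibroblasts and of endothelium had their highest mean difference in batch 2 as well, with −0.19, 1.25, −0.17 and −0.47 in batches 1 to 4 for 3 genes of fibroblasts and smooth muscle (*COL1A1*, which is also in the matrix list, *ACTA2* and *MYH11*) and −0.36, 1.36, −0.18 and −0.62 for 2 endothelial genes (*ESAM* and *EGFL7*). In batch 2 the RM⁻ library scored low on these markers, at −0.76 for fibroblasts and −1.10 for endothelium. The RM⁺ library of that batch scored 0.49 and 0.263. That endothelial score was below those of the RM⁻ libraries of batches 3 and 4 (0.275 and 0.57). The batch 2 differences, quoted again below, thus rest on a low RM⁻ library, mainly for endothelium and in part for fibroblasts. The 3 measured leukocyte genes (*CD14*, *ITGAM* and *MARCO*) had −0.22, −0.20, −0.26 and 0.81, highest in batch 4. These marker genes were named after their values were seen. Only 3 of 12 listed genes of fibroblasts and smooth muscle and 2 of 13 endothelial genes were above the filter. In the RM⁺ library of batch 2 *COL1A1* had 5757 normalised counts, while the fibroblast genes *COL1A2*, *COL3A1* and *DCN* had 0 and *LUM* 9.9. Without the RM⁻ library of batch 2 the camera adjusted p was 0.0252, at a median of 0.17, and without the RM⁺ library of that batch 0.00114, at a median of 0.12. Over 28 alternatives, which for every list include camera with an estimated correlation and fry, the adjusted p ranged from 1.54e-12 to 0.778. No member passed, either over all genes (0 of 37) or adjusted over the list alone (0 of 37).

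Of 32 genes of integrins and focal adhesions, 28 were higher and 4 lower with RM, at a median of 0.19. *ITGA2*, a collagen-binding integrin subunit, had 3625 ± 1015 against 2661 ± 483 (0.42 ± 0.20), *VCL*, vinculin, which links integrins to actin, 5795 ± 793 against 4766 ± 530 (0.28 ± 0.14), and *ITGA6*, a laminin-binding subunit, 1997 ± 523 against 1581 ± 206 (0.31 ± 0.18). Of 22 YAP/TAZ targets, which report the Hippo pathway, 20 were higher and 2 lower, at a median of 0.20. *PTPN14*, a phosphatase, had 1134 ± 253 against 809 ± 103 (0.47 ± 0.17) and was higher in 4 of 4 batches, as were *CRIM1* (0.21 ± 0.14) and *TGFB2*, a growth factor (0.35 ± 0.21). *GLI2*, a transcription factor of Hedgehog signalling, had 0.38 ± 0.19. *ITGA2* had 0.25, *TGFB2* 0.15 and *CRIM1* 0.12 without the RM⁺ library of batch 2, without that of batch 4 *ITGA6* had 0.15, and without the RM⁻ library of batch 2 *GLI2* had 0.23. The camera adjusted p was 3.51e-05 for the integrin list and 4.38e-05 for the YAP/TAZ list, and adjusted p = 0.478 with an estimated correlation for both. The mean differences in batches 1 to 4 were 0.16, 0.88, −0.02 and −0.18 for integrins and 0.07, 0.83, 0.20 and −0.24 for YAP/TAZ targets, highest in batch 2, where the fibroblast and endothelial markers had 1.25 and 1.36. Without the RM⁻ library of batch 2 neither list was called (camera adjusted p = 0.106 at a median of 0.09, and 0.0534 at 0.11), and without the RM⁺ library of batch 2 the adjusted p was 0.0197 at a median of 0.09 and 0.00897 at 0.12. The adjusted p ranged over 28 alternatives from 8.61e-09 to 0.858 for integrins and from 2.39e-08 to 0.695 for YAP/TAZ targets. No member passed over all genes or adjusted over the list alone (0 of 32 and 0 of 22), and the study had picked *ITGB1* and *CCN2* for measurement.

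Matrix proteases and their inhibitors (16 of 18 higher, median 0.14) and genes of a mesenchymal state (14 of 18 higher, median 0.21) were called higher by camera at the preset correlation, but not with an estimated correlation (adjusted p = 0.621 and adjusted p = 0.662). *ADAM9*, a membrane metalloprotease, had 10880 ± 1767 against 8484 ± 487 (0.35 ± 0.14) and was higher in 4 of 4 batches, as was *ADAM10* (0.15 ± 0.11). *TIMP2*, a protease inhibitor, had 0.32 ± 0.26. *TGFBR1*, a TGF-β receptor, had 4894 ± 1983 against 3220 ± 1334 (0.57 ± 0.39), *CDH2*, N-cadherin, 1530 ± 486 against 1140 ± 375, and *ZEB1*, a repressor of epithelial genes, 0.17 ± 0.13. *TIMP2* had 0.18 and *ZEB1* 0.08 without the RM⁺ library of batch 2, without that of batch 4 *TIMP2* had 0.52, *TGFBR1* 0.95 and *CDH2* 0.70, and without the RM⁻ library of batch 2 *TIMP2* had 0.10, *TGFBR1* 0.32 and *CDH2* 0.18. The camera adjusted p was 0.0275 for proteases and 0.0308 for the mesenchymal list at the preset correlation. With the batch as a block neither was called (adjusted p = 0.0672 and 0.0756), and 0 of 18 members passed in each, also adjusted over the list alone. The mean differences in batches 1 to 4 were 0.28, 1.21, 0.04 and −0.53 for proteases and 0.25, 1.242, −0.07 and −0.46 for the mesenchymal list, again highest in batch 2, as for the fibroblast and endothelial markers (1.25 and 1.36). The protease call was lost without the RM⁺ libraries of batches 1, 2 and 3 (camera adjusted p = 0.0827, 0.24 and 0.152), where the median was no smaller (0.17, 0.15 and 0.15), and without the RM⁻ library of batch 2 (0.734), where it was 0.06. Its median was 0.36 without the RM⁺ library of batch 4 and 0.21, 0.28 and 0.26 without the RM⁻ libraries of batches 1, 3 and 4. The mesenchymal call was lost without the RM⁺ libraries of batches 1 and 3 (0.14 and 0.0606), where the median was no smaller (0.24 and 0.23), and without the RM⁺ and RM⁻ libraries of batch 2, each left out alone (0.495 and 0.88), where it was 0.08 for both. Over 28 alternatives the adjusted p ranged from 7.98e-05 to 0.81 for proteases and from 5.04e-05 to 0.88 for the mesenchymal list.

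The lists of mitosis and of DNA replication were called higher in the RM⁺ group by camera at the preset correlation, but not with an estimated correlation (adjusted p = 0.689 and adjusted p = 0.677). Of 28 mitosis genes 26 were higher and 2 lower (median 0.19, members between −0.91 and 0.44), and of 28 genes of DNA replication and the G1/S step 26 were higher and 2 lower (median 0.18). *CENPE*, a kinetochore motor, had 470 ± 153 against 363 ± 90.2 (0.34 ± 0.25), *CENPF*, a kinetochore protein, 2236 ± 799 against 1788 ± 580 (0.30 ± 0.29), and *PRC1*, a protein of the spindle midzone, 23.8 ± 10.7 against 15.9 ± 3.32 (0.44 ± 0.39). The largest change in the mitosis list was that of a lower member, *NUSAP1*, a protein of the spindle, named after its values were seen, with 6.19 ± 2.24 against 12.1 ± 1.67 (−0.91 ± 0.36, limma-trend adjusted p = 0.999). *E2F1*, the G1/S transcription factor, had 669 ± 202 against 530 ± 137 (0.32 ± 0.25), *CLSPN*, a replication checkpoint protein, 387 ± 161 against 281 ± 103 (0.44 ± 0.37), *UHRF1*, which maintains DNA methylation, 0.36 ± 0.31 and *POLA1*, a DNA polymerase subunit, 0.19 ± 0.17. The camera adjusted p at the preset correlation was 0.0204 for mitosis and 0.0062 for replication. No member passed, over all genes or adjusted over the list alone (0 of 28 in each). The mean differences in batches 1 to 4 were −0.09, 0.08, 0.60 and 0.08 for mitosis and 0.03, −0.09, 0.70 and 0.06 for replication.

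Without both libraries of batch 3 neither cell cycle list was called (camera adjusted p = 0.879 for both, medians 0.033 and 0.002). Both stayed called without both libraries of batch 1, 2 or 4, mitosis narrowly without batch 2 (0.0489). Leaving out single libraries, which keeps the other library of the pair, ended calls as well. The mitosis call was lost without the RM⁺ libraries of batches 3 and 4 (camera adjusted p = 0.35 and 0.663, medians 0.10 and −0.03) and without the RM⁻ libraries of batches 1, 2 and 3 (0.842, 0.0634 and 0.248, medians −0.01, 0.22 and 0.14). The replication call was lost without the RM⁺ libraries of batches 3 and 4 (0.676 and 0.735, medians 0.09 and 0.02) and without the RM⁻ libraries of batches 1 and 3 (0.915 and 0.0818, medians 0.00 and 0.11). With the batch as a block, limma-trend gave an unadjusted p of 0.0194 for *CENPE*, 0.0225 for *CENPF*, 0.0418 for *CLSPN* and 0.0492 for *UHRF1*. It gave 0.0548 for *E2F1*, 0.145 for *POLA1* and 0.249 for *PRC1*, and an adjusted p of 0.955 for each. With single libraries left out and group as the only term, the named members moved as the lists did. *CENPE* had 0.16, *CENPF* 0.10, *PRC1* 0.28 and *POLA1* 0.06 without the RM⁺ library of batch 4, and *E2F1* 0.15, *CLSPN* 0.14, *UHRF1* 0.14, *CENPF* 0.11, *CENPE* 0.21 and *POLA1* 0.12 without the RM⁻ library of batch 1. *PRC1* had 0.23, *E2F1* 0.16, *CLSPN* 0.21 and *UHRF1* 0.19 without the RM⁺ library of batch 3, and without that of batch 1 the 7 named members had between 0.32 and 0.80. *CENPF* had 0.49 and *UHRF1* 0.57 without the RM⁻ library of batch 4. The list medians were 0.49 and 0.42 without the RM⁺ library of batch 1, and without the RM⁻ library of batch 4 they were 0.47 and 0.37. Over 28 alternatives the adjusted p ranged from 8.38e-12 to 0.879 for mitosis and from 8.38e-12 to 0.915 for replication.

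The lists of fatty acid oxidation, peroxisome and bile acid genes were called lower in the RM⁺ group by camera at the preset correlation, but not with an estimated correlation (adjusted p = 0.478 for each). Of 30 genes of fatty acid oxidation, 7 were higher and 23 lower (median −0.08). *ETFB*, a subunit of the flavoprotein that takes electrons from acyl-CoA dehydrogenases, had 1317 ± 134 against 1691 ± 262 (−0.35 ± 0.14), *ACADS*, an acyl-CoA dehydrogenase, 400 ± 38.8 against 497 ± 54.5 (−0.31 ± 0.13), *DECR1*, a dienoyl-CoA reductase, 750 ± 129 against 925 ± 115 (−0.31 ± 0.15) and *ECI1*, an enoyl-CoA isomerase, 1295 ± 125 against 1551 ± 240 (−0.25 ± 0.14), and these 4 were lower in 4 of 4 batches. Of 38 peroxisome genes, 8 were higher and 30 lower (median −0.09), among them *DECR2*, a peroxisomal dienoyl-CoA reductase (−0.31 ± 0.14), *IDH1*, an isocitrate dehydrogenase (−0.28 ± 0.17), *ACOX2*, an oxidase of bile acid intermediates (−0.81 ± 0.51), and *PEX11A*, which takes part in peroxisome division (−0.23 ± 0.15). Of 12 genes of bile acid synthesis and transport, 3 were higher and 9 lower (median −0.19). *SLC27A2*, an acyl-CoA synthetase, had 992 ± 182 against 1286 ± 228 (−0.38 ± 0.17), *SLC51B*, a bile acid exporter subunit, 100.9 ± 48.7 against 210.3 ± 134.6 (−0.98 ± 0.54), *NR1H4*, the bile acid receptor FXR, 33.9 ± 26.0 against 69.6 ± 42.8 (−1.18 ± 0.74), and *AKR1C4*, whose count is uncertain because the *AKR1C* genes are near-identical, 15.1 ± 7.59 against 32.2 ± 18.5 (−0.98 ± 0.49). *NR1H4* had −0.49, *SLC51B* −0.53, *ACOX2* −0.46, *DECR1* −0.19 and *IDH1* −0.14 without the RM⁺ library of batch 2, and without the RM⁻ library of that batch *SLC51B* had −0.65 and *IDH1* −0.15. *PEX11A* had −0.14 without the RM⁺ library of batch 3 and *ACOX2* −1.32 without that of batch 4.

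The camera adjusted p was 0.00052 for fatty acid oxidation, 0.00167 for peroxisome and 0.0115 for bile acids at the preset correlation. The mean differences in batches 1 to 4 were −0.19, 0.01, −0.17 and −0.10 for fatty acid oxidation, −0.05, −0.25, −0.12 and −0.01 for peroxisome and −0.21, −1.20, −0.26 and 0.34 for bile acids. The latter pair was lowest in batch 2, where the fibroblast and endothelial markers had 1.25 and 1.36. The study chose peroxisome and acid metabolism sets on these libraries, so these directions are not independent evidence. No member passed over all genes or adjusted over the list alone (0 of 30, 0 of 38 and 0 of 12). At the preset correlation fatty acid oxidation stayed called when any 1 of the 8 libraries was left out, but with all 8 it was not called with an estimated correlation (adjusted p = 0.478) or by fry (adjusted p = 0.632). Its median was −0.12 without the RM⁺ library of batch 3 and −0.14 without the RM⁻ library of batch 2. The peroxisome call was lost without the RM⁻ library of batch 2 (camera adjusted p = 0.0534), while the median stayed at −0.09. The bile acid call was lost with the batch as a block (adjusted p = 0.0539), without the RM⁺ library of batch 3 (0.0606, median −0.10) and without the RM⁻ libraries of batches 1 and 2 (0.0851 and 0.171, medians −0.15 and −0.13). Its median was −0.13 without the RM⁺ library of batch 2, and it lay between −0.30 and −0.44 without the RM⁺ libraries of batches 1 and 4 or the RM⁻ libraries of batches 3 and 4. Over 28 alternatives the adjusted p ranged from 0.000202 to 0.632 for fatty acid oxidation, from 0.000186 to 0.695 for peroxisome and from 8.09e-05 to 0.778 for bile acids.

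Of 29 targets of NRF2, the regulator of the antioxidant response, 5 were higher and 24 lower with RM (median −0.24). *AKR1C1* had 9699 ± 2994 against 14930 ± 6223 (−0.58 ± 0.33) and *AKR1C3* 24130 ± 5003 against 31450 ± 6199 (−0.39 ± 0.21), and both aldo-keto reductases may share reads with other *AKR1C* genes. *TALDO1*, transaldolase of the pentose phosphate pathway, had 6283 ± 732 against 7395 ± 240 (−0.24 ± 0.12) and was lower in 4 of 4 batches, and *CBR1*, a carbonyl reductase, had −0.33 ± 0.18. Of 24 interferon response genes, 1 was higher and 23 lower (median −0.22). *PSMB8*, an immunoproteasome subunit, had 522 ± 42.0 against 607 ± 21.7 (−0.22 ± 0.11) and was lower in 4 of 4 batches, *IFI44* 13.1 ± 6.74 against 25.6 ± 15.7 (−0.94 ± 0.53), *ISG15*, a ubiquitin-like modifier, 54.7 ± 7.27 against 79.7 ± 38.2 (−0.44 ± 0.29) and *IFI6* 125.5 ± 28.0 against 213.9 ± 155.8 (−0.56 ± 0.37). Of 14 heat shock genes, 1 was higher and 13 lower (median −0.10). *HSPE1* and *HSPD1*, the mitochondrial chaperonin pair, had −0.37 ± 0.17 and −0.14 ± 0.15, and *HSPA1A* and *HSPA1B*, near-identical copies whose counts are uncertain, had −0.52 ± 0.23 and −0.52 ± 0.26. *IFI6* had −0.14, *ISG15* −0.15, *IFI44* −0.59 and *AKR1C1* −0.36 without the RM⁻ library of batch 2. *AKR1C1* had −0.34, *AKR1C3* −0.25, *CBR1* −0.15, *HSPE1* −0.21, *HSPD1* −0.08, *HSPA1A* −0.31 and *HSPA1B* −0.34 without the RM⁺ library of that batch. *IFI44* had −0.47 and *HSPD1* −0.21 without the RM⁺ library of batch 4, *HSPA1B* −0.34 without the RM⁻ library of batch 1 and *HSPD1* −0.06 without that of batch 4.

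The camera adjusted p was 1.64e-05 for NRF2 targets and for interferon genes and 0.00347 for heat shock, and adjusted p = 0.478 with an estimated correlation for each. The mean differences in batches 1 to 4 were −0.23, −0.82, −0.18 and 0.34 for NRF2 targets, −0.01, −0.58, −0.11 and −0.36 for interferon genes and −0.12, −0.45, 0.09 and −0.16 for heat shock. All 3 lists were lowest in batch 2, where the fibroblast and endothelial markers had 1.25 and 1.36. No member passed over all genes or adjusted over the list alone (0 of 29, 0 of 24 and 0 of 14). Without the RM⁻ library of batch 2 the 3 calls were lost (camera adjusted p = 0.0772, 0.0534 and 0.106, medians −0.20, −0.14 and −0.09). Without both libraries of batch 2 the interferon list was called at the preset correlation (camera adjusted p = 0.0447, median −0.17). NRF2 targets (0.778, median −0.107) and heat shock genes (0.668, median −0.031) were not. The heat shock call was also lost without the RM⁺ libraries of batches 1 and 2 (0.0581 and 0.0705, medians −0.04 and −0.07), and its median lay between −0.18 and −0.05 without the RM⁺ libraries of batches 3 and 4 or the RM⁻ libraries of batches 1 and 4. The NRF2 median was −0.15 without the RM⁺ library of batch 2 and −0.38 without that of batch 4. Over 28 alternatives the adjusted p ranged from 8.21e-12 to 0.778 for NRF2 targets, from 4.91e-07 to 0.632 for interferon genes and from 3.94e-05 to 0.695 for heat shock.

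**Figure D2:**
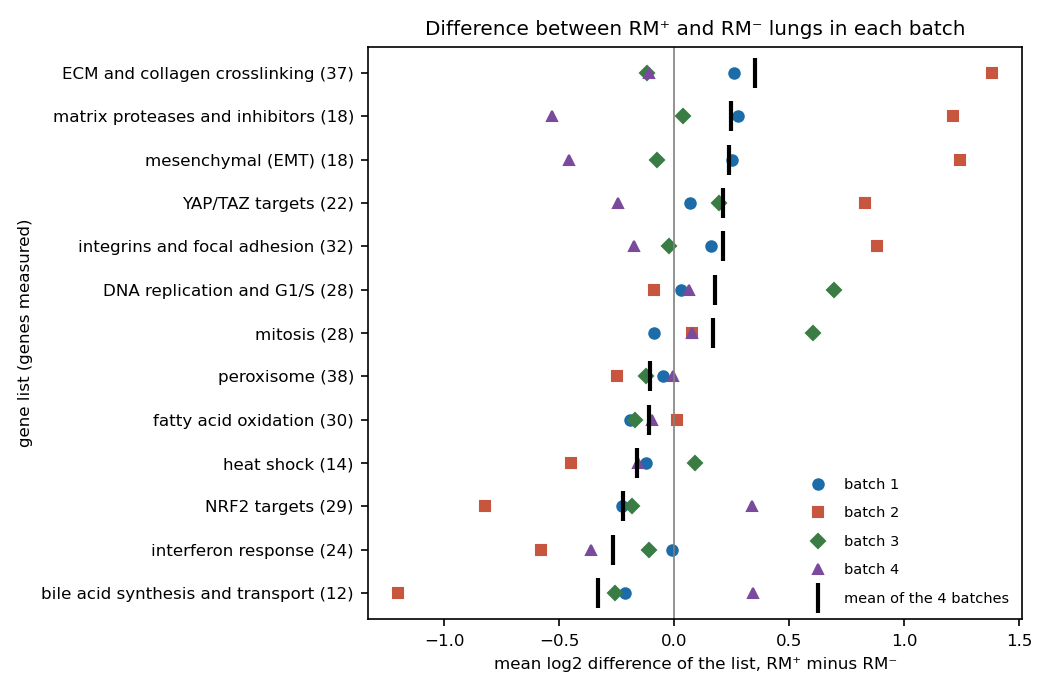
Mean log2 difference (RM⁺ minus RM⁻, horizontal axis) of the 13 called gene lists (vertical axis, with the number of genes measured) in each of 4 batches, with black bars for the mean over batches. The matrix list had 1.38 in batch 2 against −0.12 and −0.11 in batches 3 and 4, the replication list 0.70 in batch 3, and fatty acid oxidation lay between −0.19 and 0.01.

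Of 27 lists tested, 7 were called higher and 6 lower by camera, and 0 were called with an estimated correlation (lowest adjusted p = 0.478) or by fry (0.632). The adjusted p of 0.478 is a value that the Benjamini-Hochberg step gave to several lists alike. Before adjustment, camera with an estimated correlation gave these lists p from 0.0242 (fatty acid oxidation) to 0.195 (alveolar and airway epithelium). Interferon genes had 0.0402 and the matrix list 0.123. Without the RM⁻ library of batch 2, 3 lists were called. The 14 others were not called. Wnt/β-catenin targets (11 of 13 higher, median 0.16, camera adjusted p = 0.0664), hypoxia and glycolysis genes (23 of 31 higher, 0.14, adjusted p = 0.0664) and actomyosin genes (14 of 20 higher, 0.12, adjusted p = 0.0738) had the smallest p-values among them. The androgen response list (22 of 34 higher, 0.06, adjusted p = 0.223) and p53 targets (10 of 27 higher, −0.09, adjusted p = 0.237) were not called. Both carry names of sets that the study chose on these libraries, so their directions are not independent evidence. Cell–cell adhesion (18 of 28 higher, 0.05, adjusted p = 0.3), NF-κB targets (12 of 17 higher, 0.05, adjusted p = 0.476), cholesterol synthesis (9 of 25 higher, −0.09, adjusted p = 0.178) and alveolar and airway epithelium (5 of 15 higher, −0.19, adjusted p = 0.183) were not called either. Apoptosis effectors (11 of 21 higher, 0.03, adjusted p = 0.603), immediate early genes (13 of 25 higher, 0.02, adjusted p = 0.9) and the unfolded protein response (15 of 27 higher, 0.01, adjusted p = 0.638) had members on both sides, and the latter pair turned sign with edgeR. Cytokines and chemokines (13 of 29 higher, adjusted p = 0.972) had a negative median of −0.08 but a positive mean of 0.03 and a positive camera direction. Mitochondrially encoded mRNA (10 of 13 higher, 0.06, adjusted p = 0.434) had mean differences of 0.06, −0.90, 0.14 and 1.11 in batches 1 to 4. No member of the 14 lists passed over all genes or adjusted over the list alone.

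Some of these 14 lists passed without a single library. The hypoxia list passed without the RM⁺ library of batch 3 (camera adjusted p = 1.13e-06) and without the RM⁻ library of batch 1 (0.000475), within a range of 1.13e-06 to 0.858. The Wnt list passed without the RM⁺ library of batch 2 (0.0373) and without the RM⁻ library of batch 3 (0.023, the lowest, the highest being 0.632). The p53 list passed without the RM⁻ library of batch 3 (0.023; range 0.023 to 0.88), cholesterol synthesis without the RM⁺ library of batch 4 (0.0101; range 0.0101 to 0.81) and alveolar genes without the same library (0.0169; range 0.00472 to 0.695). Actomyosin genes passed without the RM⁺ library of batch 4 (0.00386) and without the RM⁻ libraries of batches 3 and 4 (0.0177 and 0.0301; range 0.00103 to 0.81). Mitochondrial mRNA passed without the RM⁺ library of batch 2 (0.0024) and without the RM⁻ library of batch 4 (0.0137), with medians of opposite sign (0.26 and −0.22; range 0.000183 to 0.91). Markers of other cell types had fewer measured genes than the minimum for the test, with 3 of 12 fibroblast and smooth muscle genes, 2 of 13 endothelial, 3 of 16 leukocyte and 0 of 8 erythroid genes above the filter.

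Gene Ontology terms were tested on the 30 genes at the study's threshold, of which 18 were annotated among 13181 annotated genes. None of 2378 terms passed (0 by Fisher's exact test, lowest adjusted p = 1), whether the higher and lower genes were pooled or tested apart. The study had named 4 terms on these libraries, so their counts are not independent evidence. *INHBA*, *LOX* and *LRRC15* carried the term extracellular space, 3 genes against 0.742 by chance (one-sided Fisher's exact p = 0.0358, adjusted p = 0.0827 over the named terms). *CCER2*, *INHBA* and *MUC20* (the last named after its values were seen) carried extracellular region (3 against 1.04, exact p = 0.0827), and *INHBA* carried cytokine activity (1 against 0.0642, exact p = 0.0623), both with adjusted p = 0.0827. Among the higher genes alone, extracellular space passed over the named terms (3 against 0.453, exact adjusted p = 0.0269), but cytokine activity (1 against 0.0392, exact adjusted p = 0.0578) and extracellular region (1 against 0.638, exact adjusted p = 0.482) did not. Among the lower genes alone none of the named terms passed (lowest exact adjusted p = 0.174). With the batch as a block, extracellular space (6 against 0.948, exact adjusted p = 0.00079) and extracellular region (5 against 1.33, exact adjusted p = 0.0136) passed over the named terms. Cytokine activity passed with the 200 genes of smallest p (exact adjusted p = 0.0361). With the genes at the threshold in the authors' deposited table, these 3 of the 4 named terms passed (exact adjusted p = 0.0385 for extracellular space, 0.0363 for extracellular region and 0.0475 for cytokine activity, adjusted over 4 terms). With higher and lower genes pooled, the adjusted p over these settings ranged from 0.00079 to 0.0827 for extracellular space, from 0.0136 to 0.25 for extracellular region and from 0.0361 to 0.0827 for cytokine activity. No gene above the filter was directly annotated with protein complex involved in cell–cell adhesion, so that term could not be tested among them. Genes annotated only with more specific terms beneath it were not counted. In the setting with the authors' genes, the background held 3 genes directly annotated with that term, and 0 of them were at the threshold. These counts therefore say nothing about the enrichment that the study reported for this term.

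In the authors' deposited table, 63 genes were higher and 64 lower at the same threshold. Of these 127 in the authors' deposited table, 47 passed the filter on low values used here, 76 (59.8%) had a mean normalised count under 10, and 48 were protein coding. Of the 47 from the authors' deposited table that passed the filter, 32 had the same sign in 4 of 4 batches, and 23 of the 127 were also among the 30 genes at the threshold here. All were chosen on these same libraries, so neither count is independent evidence. The authors' deposited table holds 0 genes with an adjusted p under 0.05 by the DESeq2 Wald test, 387 at an unadjusted p under 0.05, and a lowest adjusted p of 0.0718, for *GPR89B*.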

Values the study reported

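For the 3D cultures, the study counted 63 upregulated and 64 downregulated genes at a non-adjusted p < 0.05 with a log₂ fold change beyond 1 in either direction. It named *INHBA*, *LOX*, *LRRC15* and *CXCL12* among those upregulated, and *SIK1* as the sole gene shared with its 2D cultures. By qRT-PCR it gave p = 0.0277 for integrin β1 and p = 0.0296 for CTGF, and no significant difference for *LOX*, *CXCL12* or *CCND1*. Its gene set analysis gave normalised enrichment scores of 1.44 for androgen response, −1.59 for peroxisome, −1.58 for acid metabolism and −1.42 for the P53 pathway (p = 0.0059).

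In the same 3D model the study measured a MIB-1 index of 71.92 ± 18.72% in the RM⁺ group and 45.90 ± 15.50% in the RM⁻ group. The adhesion rate was given as 33.13 ± 4.29% with RM and 13.60 ± 8.14% without (p = 0.01). By staining of protein it also reported more nuclei positive for YAP and for β-catenin in the RM⁺ group. Integrin β1 staining and E-cadherin fluorescence were likewise reported as higher there.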

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

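The batch block and the fits without a library or a batch were alternatives fixed beforehand, but their use to test an explanation of the patterns here was chosen only after the results were seen, as was the removal of a trend on transcript length and GC content.

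Among 220 groups of 4 libraries examined for a library far from the other 3, 14 held such a library, and chance alone marks about 1 in 20 groups (11 of these). The RM⁺ library of batch 1 held 43.5 M reads and the other RM⁺ libraries 17.9 to 21.9, and the RM⁻ library of batch 3 held 19.4 M with the others at 20.5 to 20.6. The RM⁻ library of batch 2 carried 4 of the 14. In it the interferon list scored 0.50 (others −0.01 to 0.03), *ISG15* had 136.3 normalised counts (others 52.9 to 66.5), *IFI6* 446.8 (118.7 to 148.6) and *PEX11A* 359.2 (301.3 to 303.2). The RM⁻ library of batch 1 had 4181.8 of *CA9* (others 1513.9 to 1594.7) and 1.1 of *CXCL12*, which was listed at 0 in the other 3. The RM⁻ library of batch 3 had 5534.2 of *COL5A2* (others 3735.6 to 3974.6) and an apoptosis list score of 0.075 (others −0.06 to −0.05). The RM⁺ library of batch 4 had 895.7 of *SUSD2* (others 149.2 to 200.8) and 206.6 of *ACOX2* (33.8 to 60.1). The RM⁺ library of batch 2 had 13509.5 of *ADAM9* (others 9753.4 to 10232.9) and 1119.2 of *ETFB* (1353.1 to 1400.4).

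The matrix, integrin and YAP/TAZ lists were called higher with RM by camera at the preset correlation (adjusted p = 0.478 for each with an estimated correlation), with mean differences of 1.38, 0.88 and 0.83 in batch 2, −0.12, −0.02 and 0.20 in batch 3 and −0.11, −0.18 and −0.24 in batch 4. With a trend on transcript length and GC content removed, the matrix list stayed at a median of 0.222 (camera adjusted p = 1.32e-05, and 0.222 with 7.5e-05 in the fit with the block), which argues against that trend as the whole cause. Fibroblasts left in the scaffold would bring their abundant transcripts. In the RM⁺ group *COL1A1*, *COL1A2*, *COL3A1*, *DCN* and *LUM* summed to 3589 normalised counts, against a summed list difference of 79050. *COL1A1* gave 3583 of these counts, with *COL1A2* at 0, *COL3A1* at 1.28, *DCN* at 0.377 and *LUM* at 3.66. *COL1A1*, *COL1A2* and *COL3A1* are also in the matrix list. The 3 measured marker genes of fibroblasts and smooth muscle had a mean difference of 1.25 in batch 2. These sums cannot decide for or against scaffold cells. A sum of counts is set by abundant genes, while the list test weighs members alike. Reads of rat cells may also map poorly to the human genome. The study measured a far lower RNA concentration in a decellularised lung without seeded cells than in the seeded lungs. Without the RM⁻ library of batch 2 the matrix list was still called at the preset correlation (camera adjusted p = 0.0252, range 1.54e-12 to 0.778 over the alternatives, camera with an estimated correlation and fry included), though with all 8 libraries it was not at an estimated correlation (adjusted p = 0.478, or 0.602 with the block), and the integrin list (0.106, range 8.61e-09 to 0.858) and the YAP/TAZ list (0.0534, range 2.39e-08 to 0.695) were not called. Without both libraries of batch 2 the matrix list was not called (0.778, median 0.04), which is consistent with a difference between the lungs of that batch, and an effect of RM that varies between batches stays open and was not tested.

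Fewer genes had a small p-value than a flat distribution would give (269 of 17758, or 1.5%). The prediction was that the fit with the batch block would reach 5% of genes if differences between batches were the whole cause, and it gave 631 genes (3.55%). Without the block, other splits of these libraries into 4 and 4 gave between 70 and 4133 genes. With a count that varies so widely, the fit cannot tell whether batches account for none, part or all of the shortfall. No biological explanation of the shortfall was tested.

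Whether the groups differ more than other splits of the 8 libraries was asked over 35 splits into 4 and 4. For the genes at FDR 0.05 the real count was 0, which all 35 splits reach whatever the data (highest other 580), so this count says nothing about chance. Chance could not be excluded for the genes at the threshold of the study (30, reached by 28, highest other 485), the genes at an unadjusted p under 0.05 (269, reached by 26, highest other 4133) or the called lists (13, reached by 8, highest other 15). Among the 8 splits that part all 4 pairs, as the real split does, the highest others were 127, 718 and 15, and 6, 4 and 3 splits reached the real value, with at most 0 genes at FDR 0.05. At the preset correlation the matrix list had a camera adjusted p of 1.56e-07 in the real split. Other splits that part all 4 pairs gave it 7.04e-12 and 2.31e-09. Fatty acid oxidation had its smallest camera adjusted p in the real split (0.00052, the next 0.00845). Its median was −0.08 there and −0.16 in another split. Other lists were not followed singly over the splits. The split of the RM⁺ libraries of batches 1 and 2 and the RM⁻ libraries of batches 1 and 3 from the rest, which parts 2 pairs, called 580 genes, which points to a structure of the samples other than RM. With the batch as a block the real comparison called 0 genes, with 631 at an unadjusted p under 0.05.

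*GPR89B* was lower with RM (log2 fold change −1.65 ± 0.37) while its near-identical copy *GPR89A* had 197.2 ± 23.6 normalised counts against 161.5 ± 14.8 (0.28 ± 0.15). The summed counts of both copies had a log2 fold change of −0.222 ± 0.171 (SE), between 1 and 2 SE below 0. Reads moving between the copies and a lower expression of *GPR89B* therefore cannot be told apart, because the sum meets neither bound. A change of expression with RM stays among the open explanations.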

How the results depend on the processing

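Pseudocounts for gene counts and lists, TMM scaling with limma-trend, and edgeR with TMM and the block were chosen after seeing the data. So were the length and GC correction, the genes of the authors' table for Gene Ontology, and camera with an estimated correlation and the block. The edgeR quasi-likelihood test with TMM was foreseen for normalised values, but is counted below with the added alternatives. No gene passed FDR 0.05 in any alternative run (limma-trend, edgeR, DESeq2 or limma-voom; 221 to 799 genes at an unadjusted p under 0.05 with all 8 libraries), and 0 Gene Ontology terms passed in the 3 alternatives run. The genes at the threshold of the study (30) numbered 414 with no filter (192 higher and 222 lower), 11 with the stricter filter (9 and 2), 48 with the DESeq2 Wald test (28 and 20) and 12 with a pseudocount of 5 (8 and 4). With no filter more genes of few reads were tested (34938), and the other causes were not tested. Leaving out libraries gave 31 (without the RM⁺ library of batch 2) to 173 (without both of batch 4). These fits filtered on 3 libraries instead of 4, and that change was not separated from the loss of a library. The genes at an unadjusted p under 0.05 (269) numbered 799 with no filter, 631 with the batch block, 596 with edgeR and the block and 471 with the length and GC correction and the block, and 101 (without the RM⁺ library of batch 2) to 772 (without that of batch 4) with libraries left out. The called lists (13) numbered 0 with an estimated correlation, 0 with fry and 0 with an estimated correlation and the block, and 3 (without the RM⁻ library of batch 2) to 16 (without both of batch 4) with libraries left out; both methods allow for correlation among members, which the preset sets at 0.01.

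The batch block ended the calls of proteases, bile acids and the mesenchymal list, moved the named terms extracellular space and extracellular region past the threshold, and changed no other call among the lists and named terms, while 40 genes (23 higher and 17 lower) were at the threshold of the study. The immediate early list (0.02) turned to −0.007 with DESeq2 size factors in edgeR, −0.012 with upper-quartile scaling, −0.009 with edgeR and TMM, −0.032 with no filter and −0.032 with the stricter filter. The unfolded protein list (0.01) turned to −0.014 with upper-quartile scaling, −0.002 with edgeR and TMM, −0.003 with edgeR and the block, and −0.003 with the length and GC correction, with and without the block. With no filter the cytokine list turned to 0.047 and the apoptosis list to −0.007. *SUSD2* turned to 0.109 with DESeq2 size factors, 0.097 with upper-quartile scaling, 0.111 with edgeR and TMM and 0.117 with the Wald test, *CDKN1A* to −0.013 with limma-voom, and *GAPDH* to 0.011 with the length and GC correction, with and without the block. The cause was not tested.

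With libraries or batches left out, these list medians crossed 0: immediate early −0.108 to 0.189, apoptosis −0.056 to 0.054, cytokines −0.234 to 0.075, mitochondrial mRNA −0.286 to 0.396, mitosis −0.029 to 0.486, unfolded protein −0.069 to 0.097, NF-κB −0.168 to 0.212, actomyosin −0.166 to 0.193, proteases −0.092 to 0.399, integrins −0.039 to 0.33, cell–cell adhesion −0.019 to 0.089, YAP/TAZ −0.006 to 0.317, hypoxia −0.007 to 0.294 and mesenchymal −0.093 to 0.438. These genes did so too: *CDKN1A* −0.163 to 0.203, *SUSD2* −0.629 to 0.366, *NR4A3* −0.108 to 0.446, *CA9* −0.324 to 0.239, *CDH1* −0.463 to 0.091, *GAPDH* −0.143 to 0.008, *CTNNB1* −0.015 to 0.125, *CCN2* −0.071 to 0.556, *EFNA1* −0.112 to 0.711 and *TIMP2* −0.043 to 0.561. Among lists whose median kept its sign, Wnt targets had 0.061 to 0.212 and androgen response 0.026 to 0.116. The p53 targets had −0.139 to −0.03, cholesterol synthesis −0.132 to −0.004 and alveolar genes −0.26 to −0.042. The fold change of *YAP1* was 0.018 to 0.189. Of 540 list values under the alternatives fixed beforehand 408 kept direction and side of the threshold, 64 lost the call, 25 gained one and 43 turned sign, and of 216 under added ones 191, 17, 3 and 5. Of 1659 single-gene values under those fixed beforehand 1625 kept direction and 34 turned, and of 393 under added ones 390 and 3. At 17.9 to 43.5 M reads, genes such as *CXCL12* that reached 10 normalised counts in fewer than 4 libraries were not tested.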

Other observations

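The correlations between list scores were chosen only after the data were seen. Across the 8 libraries the score of the matrix list was compared with the scores of 26 other lists. The libraries are 4 pairs, so exact permutation p-values over all 40320 orders treat as exchangeable what is not independent, and they are given beside p-values over the 384 orders that keep the pairs together (smallest possible p = 0.0026). The scores of matrix genes and NRF2 targets, which share no gene, were negatively related over all orders (Pearson's r = −0.9, exact permutation p = 0.00231, adjusted p = 0.0125; Spearman's rho = −0.88, exact permutation p = 0.00724, adjusted p = 0.0377), but not past the correction with pairs kept (adjusted permutation p = 0.0677 for r and 0.0828 for rho). With group means removed r was −0.88, with batch means removed −0.91, and without the libraries of batch 2, which lay farthest from the median of the matrix score, −0.73. Cholesterol synthesis (r = −0.87, adjusted permutation p = 0.0152, 0.0226 with pairs kept; −0.95 without those 2 libraries) and peroxisome genes (r = −0.86, adjusted permutation p = 0.0159, 0.0745 with pairs kept; −0.74) also had negative values. Integrins (r = 0.99, adjusted permutation p = 0.000645, 0.0226 with pairs kept; 0.96) and matrix proteases (r = 0.92, adjusted permutation p = 0.00258, 0.0226 with pairs kept; 0.88) had positive values. In all, 8 of the 26 relations had an adjusted p under 0.05 by Pearson's r, 5 positive and 3 negative, and 6 by Spearman's rho, where actomyosin genes (adjusted permutation p = 0.132) and apoptosis effectors (0.0571) did not pass. Among the positive relations is that of the mesenchymal list (r = 0.96), which shares 3 genes with the matrix list. With pairs kept, 6 relations passed by Pearson's r, among them p53 targets (r = −0.74, adjusted permutation p = 0.0226), which had not passed over all orders (0.077), and 3 by Spearman's rho. The YAP/TAZ relation (r = 0.79, adjusted permutation p = 0.0664) rested on the libraries of batch 2, since r was −0.02 without them.

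With an unadjusted p under 0.05 and an absolute log2 fold change above 1, 30 genes passed here by limma-trend among the 17758 above the filter, and 414 with no filter. The first count is lower and the second higher than the count quoted from the study above, which rests on another test.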
